A study of Mus musculus with 36 samples. Its data were reported in "Establishment of sex-specific liver transcriptomes and H3K9me3 profiles during sexual maturity: the impact of maternal obesity" (2025).

How the data were processed

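Liver H3K9me3 ChIP-seq of mouse offspring was read from the authors' deposited tables of 6 comparisons. Per the study's methods, the authors aligned the reads to the mouse genome (mm10/GRCm38) with the Burrows-Wheeler Aligner, called broad peaks per library with MACS2, removed blacklisted regions, kept peaks found in most replicates of a condition, and merged the sets of the conditions separately for each sex. The authors counted reads with featureCounts, cutting long peaks into pieces of 500 bp for this, and ran edgeR's exact test on each contrast. Nearest genes and genomic features were assigned by the authors with ChIPseeker. Merging peak sets over conditions keeps peaks of either group in each test, but the bins tested can still differ between comparisons.

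The deposited values are on these scales: the authors' fold change and average CPM are log2 values, and the authors' p-value and FDR (a Benjamini-Hochberg adjusted p-value) are unadjusted and adjusted probabilities per bin. The scaling between libraries that went into the fold changes is not stated beyond the tool. The age tables express 3 weeks relative to 8 weeks, and their sign was turned here so that a positive change is higher at 8 weeks. A positive change in the MO tables is higher with MO. The tables give comparisons, not values per library: the study's methods give an approximate depth common to the libraries, but the exact depth of each was not analysed here, the spread between animals was not computed, no contrast was refitted, and regroupings of the libraries could not be tested. The planned tests on counts therefore gave way to the deposited p-values and FDRs.

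Each table was checked: no bin was listed more than 1 time, no bin lay past the end of its chromosome in GRCm38, and each peak had exactly 1 bin in the table, although 66.5% of the peaks in the female age table are long enough for several bins. The adjustment implied by the deposited FDR and p-values covered at least 154642 bins in that table, more than the 120683 listed, so the FDRs were set over bins that are not used here. How the retained bin was chosen is not stated (see the other observations). GC content and the soft-masked share of bases of each bin were computed from the GRCm38 reference sequence. Peaks were called single-bin where their length was at most 1 bin.

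Thresholds were an FDR under 0.05 for age and an unadjusted p under 0.001 for MO, the latter printed with the number that chance gives. Shares were compared by Fisher's exact test (two-sided). Bins are not independent, so intervals were also taken from 1000 bootstrap draws of 1-Mb blocks of the genome; these cover variation along the genome and not between animals. Overlap of MO bins between ages was set against 10000 random draws from bins tested at both ages, and preset gene lists against 10000 random lists. Named bins followed a rule fixed before the data were examined: per age comparison the 3 gained and 3 lost bins with the largest change, and per MO comparison the 2 bins in each direction with the smallest p, annotated to a promoter or gene body, with at most 1 bin per gene. A gene was named by the transcript that holds the bin. The groups, comparisons, gene lists and families were fixed at the same time.

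The settings tried, fixed before the data were examined, were stricter and looser thresholds, a minimum fold change, merged adjacent bins, bins with a signal above the median, autosomes only, a 1 kb promoter, other overlaps, and counting by genes. Alternatives added after seeing the data were adjustment over the deposited bins alone, merging of changed bins within 10 kb, single-bin peaks, and removal of a trend: the median change of each combination of GC decile and log2 CPM decile was subtracted, a standard error was approximated from the deposited change and p-value, and the p-value and adjustment were recomputed. Without the subtraction this approximation returned the same number of calls as adjustment over the deposited bins (3830 in females and 8413 in males). This follows from how the standard error was derived, so it does not test the approximation once the trend is subtracted. Correlations between comparisons that share control libraries were set beside those of 100000 simulated unchanged bins with equal variance in each library.

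The functions were tested on simulated data before use. Among 20000 simulated bins with a planted GC and signal trend and 200 planted changes, removal of the trend recovered 200 of the changes and called 16 unchanged bins, against 356 unchanged bins called without it. The simulated p-values came from the normal model that the approximation assumes. This recovery may therefore not carry over to p-values of the exact test on counts. A planted odds ratio of 8.65 was returned as 8.11, and 9793 of 9793 planted overlaps were found. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The input libraries and the RNA-seq of the study were not used here.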

Results

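H3K9me3, trimethylation of lysine 9 on histone H3, is a histone mark of repressed chromatin. It was profiled by ChIP-seq, immunoprecipitation of crosslinked chromatin followed by sequencing, in liver tissue of male and female mice at 3 and 8 weeks of age. The mice were offspring of dams on a control diet or of dams made obese with a Western-style diet (maternal obesity, MO), and those studied at 8 weeks had been moved to chow at weaning. The series has 32 ChIP libraries in 8 groups of 4 (control or MO, female or male, 3 or 8 weeks) and 4 input libraries. The values analysed here are the authors' deposited tables of 6 comparisons: 8 against 3 weeks in control females and in control males, and MO against control in each sex at each age. Each table holds a log2 fold change, an average log2 CPM (counts scaled to library size), a p-value and a false discovery rate (FDR) per bin of up to 501 bp within a peak. No value per library was analysed here, so the exact depth of each library and the spread between animals are not given beside a fold change. A direct measure of the spread between the 4 libraries of a group was not available. The spread enters the p-values only together with the size of the change and the signal. The number of bins in the authors' deposited tables ranged from 102145 (MO against control in males at 8 weeks) to 159357 (the same contrast at 3 weeks), and the median signal of a bin was between 4.10 and 6.68 CPM.

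The first question was how the mark changed between weaning and sexual maturity. Changes are given as 8 weeks relative to 3 weeks. In control females, 3285 of 120683 bins (2.72%) in the authors' deposited table had an FDR under 0.05, of which 1802 were higher and 1483 lower at 8 weeks. In control males, 6527 of 148133 bins (4.41%) passed, with 3583 higher and 2944 lower at 8 weeks. The median absolute log2 fold change of these bins was 1.35 in females and 1.44 in males, against 0.38 and 0.45 over all tested bins. The alternatives that moved the counts most were removal of the trend of the change with GC content and signal strength, which left 1147 bins in females and 2490 in males, and an FDR under 0.01, which left 1236 and 2396. Restricting the test to bins with a signal above the median, with the adjustment recomputed over those bins, gave 2499 bins in females and 4844 in males, of which 81.3% and 84.9% were higher at 8 weeks, against 54.9% of the bins called over the whole table in each sex. Across autosomal bins, the change rose with average log2 CPM (Spearman's rho 0.28 in females and 0.39 in males) and with GC content (rho 0.29 in each sex). These correlations are across bins, which are not independent replicates.

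**Figure D1:**
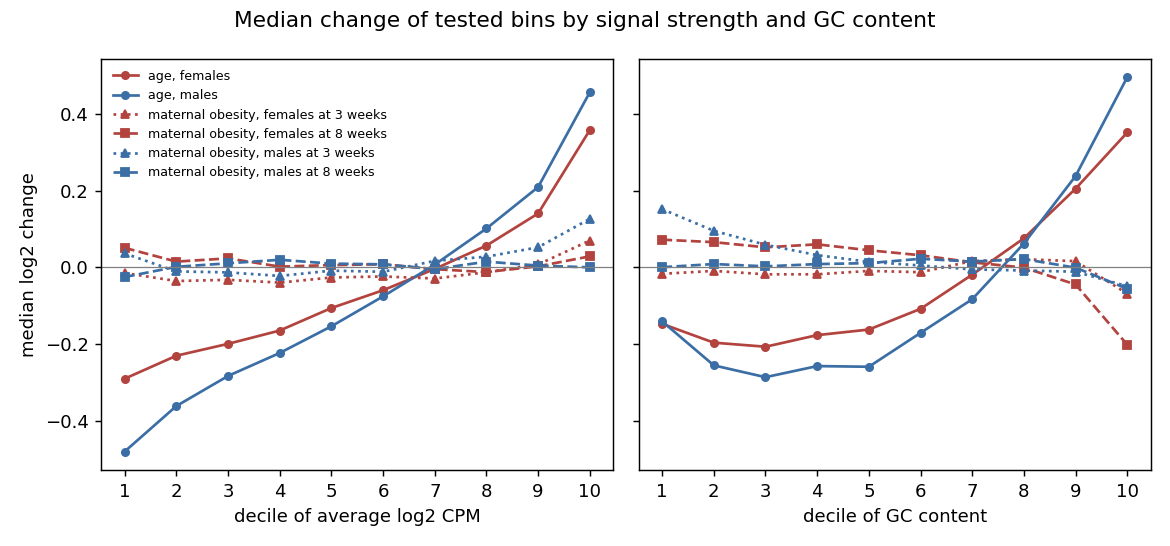
Median log2 change of the tested bins (vertical axis) by decile of average log2 CPM (left) and of GC content (right), with one line per comparison; age changes are 8 against 3 weeks, the others MO against control. The median age change runs from -0.29 to 0.36 in females and from -0.48 to 0.46 in males between the lowest and highest decile of log2 CPM, while the lines of the MO comparisons are flatter.

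Among bins annotated to a promoter or gene body in control females, the authors' deposited table gave the largest gains at the promoters of Smndc1 (chromosome 19, 53390422 to 53390683, mm10; log2 fold change 2.03, FDR 0.00939) and Otud6a (chromosome X, 100429488 to 100429988; log2 fold change 2.01, FDR 5.21e-10), and in intron 1 of 6030498E09Rik (chromosome X, 38949645 to 38950145; log2 fold change 2.00, FDR 1.12e-06). The bin at Otud6a had the smallest p-value of the table. The largest losses in the authors' deposited table were in intron 6 of Senp7 (chromosome 16, 56149672 to 56150040; log2 fold change -3.12, FDR 0.000316), in intron 1 of Myo9b (chromosome 8, 71281738 to 71282238; log2 fold change -3.12, FDR 6.67e-06) and at the promoter of Lrrc55 (chromosome 2, 85194652 to 85195152; log2 fold change -3.10, FDR 1.17e-05). Soft-masked repeat sequence made up 100% of the bases of the bin in Senp7 and 98% of that in 6030498E09Rik. The average signal of the lost bins in Senp7, Myo9b and Lrrc55 was 3.87, 4.97 and 4.91 CPM, and that at Smndc1 4.28 CPM. These lay under the median of 6.29 CPM over the tested bins, whereas Otud6a and 6030498E09Rik lay above it (18.2 and 10.3 CPM).

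In control males, the authors' deposited table gave the largest gains in an intron of 9430014N10Rik (chromosome 15, 93826795 to 93827158; log2 fold change 2.70, FDR 1.62e-09), at the promoter of Sertad2 (chromosome 11, 20542712 to 20543212; log2 fold change 2.64, FDR 6.03e-06) and in intron 8 of Wwox (chromosome 8, 115215286 to 115215786; log2 fold change 2.52, FDR 2.49e-05). The largest losses in the authors' deposited table were in the 3′ UTR of Stx8 (chromosome 11, 67986326 to 67986524; log2 fold change -4.02, FDR 3.93e-05), in intron 12 of Ago3 (chromosome 4, 126362367 to 126362855; log2 fold change -4.01, FDR 3.94e-05) and in intron 2 of Ppp2r2b (chromosome 18, 42739337 to 42739837; log2 fold change -3.99, FDR 5.37e-05). The average signal of these 3 lost bins was low, at 2.53, 2.53 and 2.49 CPM, and 90.6% of the bases of the bin in Ago3 were soft-masked.

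The next comparison asked whether the changed bins sat on the X chromosome in females. By the FDRs in the authors' deposited tables, 902 of the 3285 changed bins of females were on the X (27.5%), against 4.65% of the other tested bins (odds ratio 7.75, 95% interval from a bootstrap of 1-Mb blocks 7.07 to 8.47). In males, 100 of the 6527 changed bins were on the X (1.53%), against 0.466% of the other bins (odds ratio 3.32, interval 2.58 to 4.11; Fisher's exact test, two-sided, p = 4.38e-22). Among peaks of a single bin the odds ratios were 2.75 (interval 2.28 to 3.28) in females and 3.00 (2.12 to 4.04) in males. The number of X bins tested differed between the sexes, at 6366 in females and 760 in males. As a share of the X bins tested, 14.2% changed in females and 13.2% in males, against 2.08% and 4.36% of the bins on the other chromosomes. The direction on the X was nearly uniform: 874 of the 902 female bins and 99 of the 100 male bins were higher at 8 weeks, whereas 38.9% and 54.2% of the changed bins elsewhere were higher. The median log2 change of all tested X bins was 0.37 in females and 0.58 in males, against -0.05 on the other chromosomes in each sex. Autosomes ranged from 1.66% (chromosome 3) to 2.46% (chromosome 8) of bins changed in females and from 3.81% (chromosome 9) to 5.55% (chromosome 18) in males. Only bins that rose carried the X excess, since among bins lost at 8 weeks the X share was 1.89% in females and 0.0340% in males, below that of the other bins (odds ratios 0.343 and 0.0647).

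**Figure D2:**
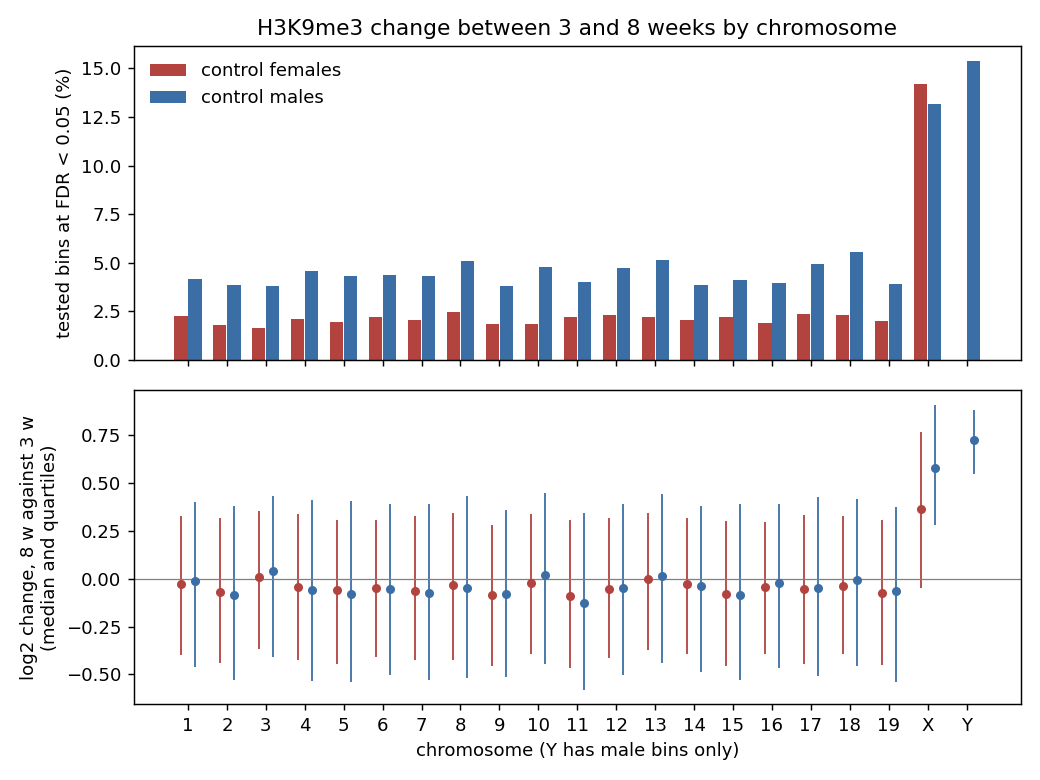
Share of tested bins at FDR under 0.05 (top, percent) and median log2 change at 8 against 3 weeks (bottom; vertical lines span the quartiles) by chromosome in control females and control males. The X stands apart from the 19 autosomes in both sexes, with 14.2% of its bins changed in females and 13.2% in males; the Y has 13 bins, from males.

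A female and a male bin overlapped by most of their length at 425 places on the X. At these places the median log2 change in the authors' deposited tables was 0.87 in females (95% block-bootstrap interval 0.82 to 0.92) and 0.62 in males (0.55 to 0.68). The change was positive at 411 of the places in females and at 383 in males, and 195 (45.9%) and 68 (16.0%) of them, respectively, had an FDR under 0.05. The signal of these places was lower in males (median log2 CPM 2.18 against 3.56). Over all tested bins the median was also lower in males (2.10 against 2.65), and males carry 1 X chromosome. The gap is thus not a measure of the mark per chromosome.

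The distribution over promoters (within 3 kb of a transcription start site), gene bodies and distal intergenic sequence was then compared, with Benjamini-Hochberg adjustment over 18 Fisher's exact tests. Of the age-changed bins of females by the authors' deposited table, 22.5% were in promoters, 36.3% in gene bodies and 41.2% intergenic, against 21.1%, 39.5% and 39.4% of the other bins. The lower gene body share passed the adjusted threshold (odds ratio 0.874, adjusted p = 0.00142), whereas the promoter and intergenic shares did not (adjusted p = 0.127 and 0.101). In males the shares were 19.6%, 40.7% and 39.7%, against 20.4%, 41.7% and 37.97%, and the intergenic share was higher (odds ratio 1.08, adjusted p = 0.0152). On the female X, 256 of the 902 changed bins were in promoters (28.4% against 10.3% of the other X bins, odds ratio 3.44, adjusted p = 7.13e-41), and each of these 256 bins was higher at 8 weeks. Intergenic bins made up 55.0% of the changed and 68.0% of the other X bins in females (odds ratio 0.574, adjusted p = 5.10e-13). On the male X, 67.0% of the changed and 64.2% of the other bins were intergenic (adjusted p = 0.693), and 13 changed bins were in promoters. On chromosome 2, taken as an autosome of similar length, 25.3% of the changed bins of females were intergenic against 37.4% of the other bins (odds ratio 0.568, adjusted p = 0.00759), and the shares of males did not differ (adjusted p from 0.359 to 0.649).

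Age changes were compared between the sexes, which share no libraries. Over 54633 pairs of overlapping bins, the log2 changes in the authors' deposited tables correlated with a Spearman's rho of 0.42 and a Pearson's r of 0.43 across bins. Of 390 pairs with an FDR under 0.05 in both sexes, 389 changed in the same direction; over all pairs, changed or not, the share was 64.7%. On autosomes alone rho was 0.41. With the trend of GC content and signal strength taken off, rho was 0.26.

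Gene families were fixed by symbol before the data were examined, and 8 tests were adjusted together. Bins assigned to zinc finger genes made up 2.95% of the changed bins of females by the authors' deposited table, against 1.64% of the others (odds ratio 1.83, adjusted p = 3.40e-07), and 3.19% against 1.602% in males (odds ratio 2.02, adjusted p = 1.67e-17). Of these changed bins, 71 of 97 in females and 165 of 208 in males were higher at 8 weeks. Counted by genes, the excess of zinc finger genes held in both sexes (adjusted p = 0.00114 in females and 1.25e-05 in males). Vomeronasal receptor genes (odds ratio 2.22, adjusted p = 6.45e-08) and cytochrome P450 genes (odds ratio 2.26, adjusted p = 1.48e-05) were in excess among the changed bins of males, but not when counted by genes (adjusted p = 1.00 and 0.423). In females neither family passed the threshold (adjusted p = 0.0524 and 0.271). Olfactory receptor genes had 8 tested bins in females and 12 in males, and 0 of them passed an FDR of 0.05.

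The preset list of 10 X-linked genes that escape inactivation had 50 bins in females. Their median log2 change in the authors' deposited table was 0.21, at percentile 5.62 of 10000 random sets of 10 X-linked genes (median of the random sets 0.39). Of these bins, 3 had an FDR under 0.05, of which 2 at Kdm6a were higher and 1 at Ddx3x was lower at 8 weeks. The preset list of 31 sex-biased liver genes had 11 genes with a changed bin in either sex, against 8.75 in random lists of the same size (one-sided p = 0.236, permutation over 10000 random lists). The following members were picked from the list after their values were seen. In females, the authors' deposited table gave a log2 change of -2.10 for a bin at -10141 bp from the transcription start site of Esr1 (chromosome 10, 4600952 to 4601452; FDR 0.000387), the estrogen receptor alpha gene. For a bin in the distal intergenic sequence near Sult3a1 (chromosome 10), the authors' deposited tables gave a log2 change of 0.80 in females (FDR 0.0477) and 1.58 in males (FDR 4.22e-06).

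The effect of MO was compared within each sex and age. In the authors' deposited tables, 0 bins had an FDR under 0.05 in any of these 4 comparisons, and the smallest FDR was 0.117 in females and 0.211 in males at 3 weeks, and 0.361 and 0.218 at 8 weeks. An unadjusted p under 0.05 was found for 7.72% and 8.83% of the bins at 3 weeks (females and males) and for 7.00% and 6.504% at 8 weeks. At an unadjusted p under 0.001, the authors' deposited tables held 296 bins in females at 3 weeks (147 higher and 149 lower with MO), where chance would give 140.2 of 140214 bins. In males at 3 weeks there were 443 bins (296 higher and 147 lower), where chance would give 159.4. At 8 weeks the numbers were 188 in females (78 higher, 110 lower; chance 116.3) and 116 in males (50 higher, 66 lower; chance 102.1). The ratio to chance was 2.11, 2.78, 1.62 and 1.14 in this order. Each peak contributes 1 retained bin to the tables, so these ratios carry any selection of that bin. Among peaks of a single bin, 105 bins of females and 141 of males passed at 3 weeks (chance 47.2 and 56.9), and 59 and 37 at 8 weeks (chance 39.4 and 33.5). The alternatives that moved the counts most were the other thresholds: at 3 weeks a p under 0.01 gave 2468 bins in females and 3298 in males, and a p under 0.0001 gave 28 and 61.

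**Figure D3:**
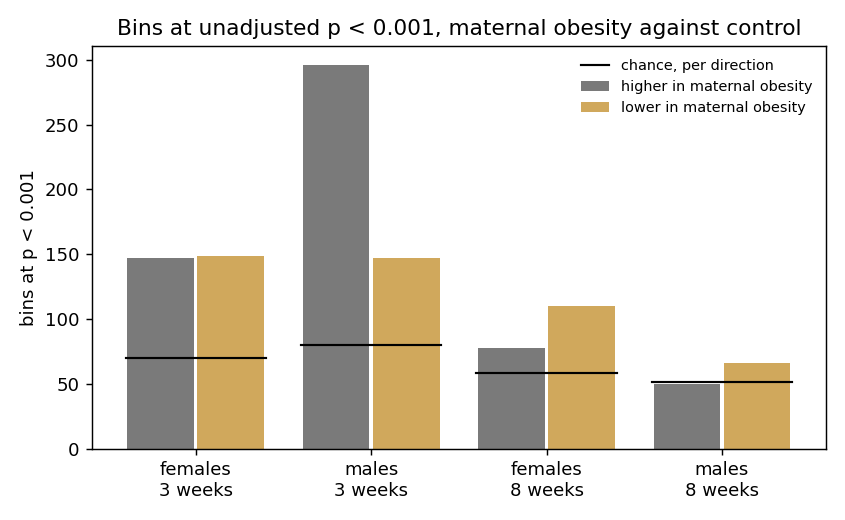
Number of bins at an unadjusted p under 0.001 (vertical axis) that were higher or lower with MO, for each sex and age; black lines mark the number that chance gives per direction, taken as an equal share of 0.001 of the tested bins. Males at 3 weeks have 296 higher and 147 lower bins, and males at 8 weeks lie near the chance lines.

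At this unadjusted threshold, the smallest p-values in the authors' deposited table of females at 3 weeks belonged to bins in intron 6 of Il1rapl1 (chromosome X, 86980818 to 86981318; log2 change 1.67, p = 2.22e-06 from the exact test) and at the promoter of Scube1 (log2 change 1.71, p = 4.69e-06), both higher with MO, and to bins at the promoters of Fbxo5 (log2 change -1.74) and Cox14 (-1.63). In males at 3 weeks, the authors' deposited table listed Tnfaip8 (exonic; log2 change 1.55) and P2rx3 (intron 8; 1.87) as higher and Fam171a2 (promoter; -2.06, p = 8.20e-07 from the exact test) and St6galnac3 (intron 1; -1.80) as lower. At 8 weeks the corresponding bins in the authors' deposited table of females were at Mtcl1 (intron 3; log2 change 2.07), Kazn (intronic; 1.81), AW011738 (promoter; -2.11) and S100g (promoter, chromosome X; -1.74). In males at 8 weeks the authors' deposited table listed Sox2ot (intron 3; log2 change 1.90), Creb5 (promoter; 1.43), Malt1 (promoter; -1.35) and Sash1 (promoter; -1.89). None of these 16 bins passed an FDR of 0.05 in the authors' deposited tables.

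The last comparison asked whether bins altered at 3 weeks were still altered at 8 weeks, after the offspring had been on chow. Of the female bins at p under 0.001 in the authors' deposited table of 3 weeks, 133 overlapped a bin tested at 8 weeks, and 0 of these overlapped a bin at p under 0.001 there (0.208 by random draws). In males, 0 of 170 did (0.164 by random draws). With so few expected, the comparison had little power to show persistence. At a p under 0.01, 23 bins overlapped in females, against 15.9 by random draws (one-sided permutation p = 0.0534). In males 22 overlapped, against 14.9 by random draws (one-sided permutation p = 0.0471). Of the overlapping bins, 17 in females and 10 in males changed in the same direction, and these counts were not tested. Across all bins with the same coordinates at both ages, the log2 changes correlated with a rho of 0.03 in females (76657 bins) and 0.01 in males (69096 bins).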

Values the study reported

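The study reported 6,527 differentially bound peaks between 3 and 8 weeks in males (3,583 up and 2,944 down at 8 weeks) and 3,285 in females (1,802 up and 1,483 down). It placed about 28% of the female and 1.5% of the male changed peaks on the X chromosome, and 4.7% and 0.5% of the peaks without a difference. Distal intergenic sequence was given as holding 37–38% of peaks in general and 55–68% of those on the X. For maternal obesity at 3 weeks, the study gave 443 peaks in males and 296 in females at an unadjusted threshold, and 116 and 188 at 8 weeks.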

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

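The tests of GC content, repeat content, peak length and the male X below were chosen after the gain on the X had been seen; those of signal strength, of peaks tested at both ages, of the male bins at 3 weeks and of the Y were chosen before their results were seen. Intervals come from resampling 1-Mb blocks of the genome, except for a Wilson interval on the male MO bins at 3 weeks. The spread between animals enters none of these intervals.

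The excess of age-changed bins on the X was larger in females than in males when measured as an odds ratio over all peaks: the ratio of both was 2.33 (95% interval 1.86 to 3.00). Among peaks of a single bin, a setting added after seeing the data, the odds ratio was 2.75 in females and 3.00 in males, and the ratio of both was 0.92 (interval 0.65 to 1.37), so the difference between the sexes was not present where no bin could be chosen. Over all tested X bins the rates of change were 14.2% and 13.2%, and the rate on the other chromosomes was lower in females (2.08% against 4.36%). At the 425 places where a female and a male X bin overlapped, the log2 change was larger in females by a median of 0.26 (interval 0.19 to 0.32), with both sexes rising; at the 23 of these places with single-bin peaks in both sexes the median difference was -0.17 (interval -0.50 to 0.15). The choice of the listed bin, or a difference limited to longer peaks, thus stays open for the larger change in females. At these places 45.9% of the bins passed an FDR of 0.05 in females and 16.0% in males, where the signal was lower in males (median log2 CPM 2.18 against 3.56). The median over all tested bins was also lower in males (2.10 against 2.65), and males carry 1 X chromosome. The X share of changed bins (27.5% and 1.53%) thus goes with the number of X bins tested, 6366 against 760, and, at shared places, with how often a bin passed.

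For the gain on the X in females, several technical explanations were tested and argued against as the whole cause. Against autosomal bins of the same GC decile the median X change was 0.45, against bins of the same log2 CPM decile 0.29, and against bins of the same soft-masked share 0.35, each with an interval above 0. Among peaks of a single bin, where no choice between bins is possible, the X odds ratio was 2.75, lower than the 7.75 over all peaks. A process that needs 2 X chromosomes, such as X inactivation, was argued against as the whole cause by the male X, whose bins rose by 0.45 relative to male autosomal bins of the same GC and log2 CPM decile (interval 0.38 to 0.49). Over all tested X bins, the rise matched in the same way was smaller in females, at 0.31 (interval 0.29 to 0.34). The larger rise in females at shared places, which was not seen at those with single-bin peaks, remains open for such a process and for the choice of bin. So does the promoter excess among changed X bins, which was seen in females (odds ratio 3.44) and not in males (0.723, on 13 changed promoter bins). The male test rests on 760 X bins, against 6366 in females. In males, the gain was also present against bins of the same soft-masked share (0.48), and X bins of peaks tested in the MO tables of both ages rose by a median of 0.57 against 0.16 on autosomes, which argues against peaks called at 8 weeks only as the whole cause. Among X bins of peaks tested at 3 weeks only, the mark did not rise in either sex. Their median change was -0.09 in males (interval -0.22 to 0.11), above the -0.50 of autosomes, so a gain relative to autosomes remained. In females it was -0.62, near the -0.61 of autosomes. A difference in library preparation or sequencing between the ages stays open, since no batch is given and the libraries of the ages cannot be compared one by one, and so does a biological effect of age, which is untested beyond the contrast itself.

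Y bins were outside the comparisons of the report. The authors' deposited age table of males held 13, of which 12 were higher at 8 weeks (median log2 change 0.73) and 2 had an FDR under 0.05. All 13 lay above autosomal bins of the same GC and log2 CPM decile (exact binomial test, two-sided, p = 0.000244, taking bins as independent), which argues against those trends as the whole cause. The Y and the male X rose together, and a scaling or batch difference that acts on chromosomes present in 1 copy was not tested.

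The direction of the MO bins in males differed between the ages. At 3 weeks 66.8% of the bins at p under 0.001 were higher with MO and at 8 weeks 43.1%, a difference of 23.7 percentage points (interval 14.1 to 33.9). At a p under 0.01 the shares in males were 61.7% and 50.4%, so the difference was smaller and the lean to lower bins at 8 weeks was absent; at a p under 0.0001, on 61 and 12 bins, they were 72.1% and 33.3%. At p under 0.001 in females the difference was 8.17 points (-0.995 to 17.9). In males at 3 weeks the change fell with GC content (rho -0.11 across autosomal bins). With the trend of GC content and log2 CPM taken off, 58.6% of 367 bins were higher, so the trend accounts for part of the excess. The 95% Wilson interval of this share (53.5% to 63.5%) takes bins as independent, which they are not. Whether an excess remains beyond the trend is therefore not settled. Of the single-bin peaks at this threshold, 118 of 141 were higher. As 0 bins passed an FDR of 0.05 and no library could be left out, an effect of a single library stays open beside one of MO.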

How the results depend on the processing

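No paired analysis was possible because the tables hold comparisons and no values per library, which leaves nothing to fit a block on the replicate number to. For the same reason the quasi-likelihood test, DESeq2, scaling by total count, and leaving out each replicate in turn were not run, and no other splits of the libraries were drawn. The exact depth of each library was not analysed here, and no limit that follows from it is given.

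Of 82 recomputed values for 29 results, 49 stayed on their side of the threshold or within the limit for a change. Merging adjacent bins left the age counts, the MO counts, the X shares and the annotation shares as they were or nearly so, because the tables hold 1 bin per peak; it was not run for the other results. For the age counts, an FDR under 0.01 gave 1236 bins in females and 2396 in males, which follows from the stricter threshold. Removal of the trend with GC content and log2 CPM, chosen after seeing the data, gave 1147 bins in females and 2490 in males, of which 913 and 1661 were among the deposited calls, and the share of higher bins in males was 66.1% against 54.9%. Autosomes alone, with the adjustment recomputed over the deposited bins, gave 2257 bins in females (38.7% higher) and 8268 in males (52.6% higher). With bins of a signal above the median, 81.3% of the called bins were higher in females and 84.9% in males. A minimum log2 change of 1, adjustment over the deposited bins, and merging within 10 kb kept the age counts within 1.5 times of the value in the report.

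For the MO counts, which are set by the threshold, a p under 0.01 gave 2468 and 1761 bins in females at 3 and 8 weeks and 3298 and 1348 in males, and a p under 0.0001 gave 28 and 20 in females and 61 and 12 in males. With a signal above the median the counts were 124 and 82 in females and 192 and 57 in males, with fewer bins tested. Autosomes alone changed these counts little.

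The X excess among changed bins kept its direction in females and males under an FDR under 0.01, gained bins only, a signal above the median, single-bin peaks and removal of the trend. The odds ratio stayed larger in females than in males at an FDR under 0.01 (13.5 against 3.06) and for gained bins (19.4 against 6.19). The same held with a signal above the median (10.8 against 5.40) and with the trend removed (7.60 against 3.46). No interval was computed for the ratio of both under these settings. The larger odds ratio of females did not hold among single-bin peaks, chosen after seeing the data: the ratio of females to males went from 2.33 to 0.918 (interval 0.646 to 1.37), and the difference of the change at shared X places from 0.26 to -0.168 (interval -0.498 to 0.149). Both changed side, with an interval that holds no difference; the cause, such as the choice of bin in longer peaks, was not separated. The excess was reversed for bins lost at 8 weeks, where the X share was 1.89% in females and 0.0340% in males. Apart from the lost bins, the share of X bins among changed bins in females ranged from 15.6% (single-bin peaks) to 48.5% (gained bins).

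With a promoter of 1 kb, the promoter share of the changed bins in females was 15.8% and passed the threshold (odds ratio 1.14, adjusted p = 0.0292 over the same 18 tests). The cause was not tested. The other annotation shares kept their side of the threshold. The correlation of age changes between the sexes was 0.395 with an overlap of 1 bp, 0.410 on autosomes, 0.404 with a signal above the median in both, and 0.259 with the trend taken off, each beyond the bootstrap SD of 0.00430 from the 0.415 in the report; the trend is thus part of what the sexes share.

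For the overlap of MO bins between ages, a p under 0.01 gave 23 shared bins in females and 22 in males, more than the random draws where the report's threshold gave fewer, and the same assigned gene gave 6 in females, near the 5.82 by random draws, and 3 in males, below the 6.83 by random draws (permutation p = 0.974 for an excess); at the report's threshold under 1 was expected, so the reversal carries little weight. Counted by genes, the share of vomeronasal receptor genes among changed genes was 1.01% in females and 1.15% in males, and that of cytochrome P450 genes 0.428% in females and 0.594% in males; the excess was reversed for both families in females and no longer past the threshold for both in males. Several bins of the same gene count once there, and no other cause was tested. Of the sex-biased liver genes, 7 had a changed bin in a promoter or gene body, on the same side of the threshold (one-sided permutation p = 0.398), with fewer bins considered.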

Other observations

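The tests of the retained bin, of chance among single-bin peaks, of the signal trend and of shared libraries were chosen after part of their result had been seen; those of the promoter bins and of the trend removal were chosen before.

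The bins tested are rich in GC and poor in repeats for a mark of repressed chromatin. In the female age table the mean GC content of a bin was 55.0% and the mean soft-masked share 27.9%, against 41.9% and 33.5% of the autosomal reference sequence. On the X of females, the median soft-masked share was 61.7% against 11.9% of the bins elsewhere.

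How the 1 bin listed for each peak was chosen bears on the p-values. In the 4 MO tables, where no bin passed the FDR threshold, p fell as peaks held more bins: the mean p in females at 3 weeks was 0.503 for single-bin peaks and 0.279 for peaks of 8 or more bins, and the weakest of the 4 correlations of p with the number of bins was -0.150. A fixed choice of bin was argued against, since peaks of 3 or more bins kept the same bin at both ages in 50.3% of cases in females and 44.9% in males. A choice of the smallest p may account for the fall in long peaks, but other values go against a plain choice among all bins of a peak. The mean p of 2-bin peaks was 0.498 in females at 3 weeks and between 0.490 and 0.514 over the 4 tables, about that of single-bin peaks, and the first bin was listed in 52.7% of the peaks of 3 or more bins in females at 3 weeks, which held 6.10 bins on average. How many bins of a peak were tested is unknown, and stronger signal in longer peaks was not separated, so the choice stays open.

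Single-bin peaks are free of any such choice. Among them, bins at p under 0.001 with MO numbered 105 in females at 3 weeks (chance 47.2), 141 in males at 3 weeks (chance 56.9), 59 in females at 8 weeks (chance 39.4) and 37 in males at 8 weeks (chance 33.5). The first 3 exceed chance for independent bins (exact binomial test, one-sided, p = 2.80e-13, 4.44e-21 and 0.00212) and the last does not (p = 0.297). The excess argues against chance over independent bins as the cause at 3 weeks and in females at 8 weeks. Bins share libraries, so a technical difference between the 4 libraries of a group and the 4 of the other could give the same excess, and this could not be tested without values per library. An effect of MO stays open.

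The age change followed signal strength in both sexes. Bins in the lowest decile of log2 CPM fell and those in the highest rose, and the correlation was positive in 19 of 20 GC deciles over both sexes, with a rho over all autosomal bins of 0.28 in females and 0.39 in males, against at most 0.06 in size in the MO comparisons. Within GC deciles the MO comparisons were positive as well in 10 deciles in females at 3 weeks, 10 in males at 3 weeks, 8 in females at 8 weeks and 7 in males at 8 weeks, with a rho of up to 0.13, so the count of deciles does little to set age apart. Higher enrichment in the 8-week libraries would give such a trend, and the exception among the deciles of females and the lack of values per library leave it open beside a gain of the mark at its strongest sites with age. Autosomal bins of peaks tested for MO at 3 weeks only fell (median -0.61 in females and -0.50 in males). Of these bins 6.72% and 5.09% changed with age, against 1.37% and 4.11% for peaks tested at both ages. The part of such peaks in the trend and in the losses was not separated. Of the deposited age calls, 913 in females (27.8%) and 1661 in males (25.4%) still passed after the trend was taken off, which argues against the trend as the whole cause of the age calls; for the other calls the trend and a local change cannot be separated here.

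Within a sex, age and MO changes were correlated across bins, at a rho of 0.52 in females and 0.47 in males for MO at 3 weeks and -0.51 and -0.54 for MO at 8 weeks. Both changes use the same control libraries, and unchanged groups simulated on shared libraries gave 0.48 and -0.48. Between sexes, where no library is shared, the correlations were 0.03 and 0.05 for MO at 3 weeks and -0.01 and -0.05 for MO at 8 weeks, and the one largest in size was -0.0507. Shared control libraries may thus account for most of the relation within a sex. A small remainder stays open, since 3 of the 4 correlations within a sex exceed the simulated ones in size and the 4 between sexes carry the same signs; the simulation assumed equal variance in each library. MO changes of females and males were nearly unrelated (rho 0.04 at 3 weeks and 0.01 at 8 weeks).

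Promoter bins within 1 kb of a transcription start site were lower with MO in all 4 comparisons, with medians of -0.11 and -0.16 in females at 3 and 8 weeks and -0.07 and -0.06 in males, against medians between 0.00 and 0.04 for the other bins. In 4 of 4 comparisons they stayed lower than other bins of the same GC decile, and in 4 of 4 lower than other bins of the same log2 CPM decile, which argues against either trend as the whole cause. At p under 0.001, lower promoter bins outnumbered higher ones by 41 to 9 in females at 8 weeks and by 34 to 22, 29 to 19 and 17 to 5 in females and males at 3 weeks and males at 8 weeks. The shifts are small, and the control groups that the comparisons of an age and sex rest on are separate, so a chance shift of a single control group would not repeat. Separate chance shifts could still share a sign. This could not be tested, since the spread between animals was not computed. A candidate explanation is a lower mark at promoters with MO; a difference in chromatin accessibility or shearing between diets was not tested.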
